A study of Homo sapiens with 6 samples. Its data were reported in "Rapid and synchronous chemical induction of replicative‐like senescence via a small molecule inhibitor" (2024).

How the data were processed

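CUT&Tag profiles were analysed from IMR90, primary human lung fibroblasts from a public cell repository. In CUT&Tag an antibody brings a transposase to the chromatin its target occupies, and the DNA cut there is sequenced. Antibodies against 2 proteins were used: CTCF, a DNA-binding insulator protein, and SMC1, a subunit of the ring-shaped cohesin complex. Each antibody was applied to 3 conditions, which were control cells of low passage, cells treated with ICM (inflachromene, a small-molecule inhibitor that binds HMGB proteins) and cells of high passage that had become senescent. The series thus has 6 libraries with 1 library per group.

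Per the methods of the study, reads were placed on hg38 with Bowtie 2, and carry-over E. coli DNA served as a spike-in for scaling. The authors called peaks with SEACR separately in each library, in its stringent mode, keeping the top 1% of regions by signal, so no replicates were pooled. For each peak the deposited lists give the position, the total signal (coverage summed over the peak), the highest signal and the region in which it is reached. All signal values were whole numbers in all 6 lists, so a fractional scaling factor is not visible in them. The signal values are the authors' and served to describe, rank or filter peaks within their own list, and total signal was correlated between lists by rank. A common scale between lists could not be established. Where the lowest total signals, their ratios, mean coverage or signal relative to chrM stand side by side for several lists, they are descriptions, and no change in binding is read from them. The methods of the study also describe a filter for a CTCF motif. The deposited CTCF lists are slightly longer than the filtered sets the study describes, and no motif was scored here.

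Groups were taken from the sample titles, which also carry a p number. For CTCF it is 21 in the control, 16 in the ICM-treated and 34 in the senescent library, and for SMC1 it is 16, 16 and 34. The titles with the p number 34 name no treatment and were taken as senescent because the series design lists 1 high-passage senescent sample per antibody. The CTCF library of ICM-treated cells is labelled with 6 days of treatment, and the SMC1 library carries no number of days.

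The build was checked against chromosome lengths. Chromosome 17 peaks ended at up to 83206712 bp, past the length of that chromosome in GRCh37 (81195210 bp), and between 27 and 78 peaks per list lay past a GRCh37 chromosome end. Coordinates are therefore hg38. Gene positions came from a RefSeq table on GRCh38. That table gives no strand, so the strand was taken by symbol and chromosome from GENCODE v44, without using its coordinates. A strand was found for 39611 of 59792 genes (66.2%) and for 19312 of 20056 protein-coding genes (96.3%), and genes without one were left out of promoter counts. The genome sequence at hand was GRCh37 and was not used for peak sequences, so the planned search for CTCF motifs was not run.

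The summit of a peak was the midpoint of its region of highest signal. Here 2 peaks were called shared when 100 bp windows centred on their summits overlapped by at least 1 bp. The study also worked with 100 bp around summits, but it classed peaks by the signal inside that window, which the lists do not hold for positions outside their own peaks, so the classes here can differ from those of the study. Peaks of the 3 lists of an antibody were joined into loci when they were linked by such overlaps, and each locus was classed by the lists that held it. The Jaccard index was the number of loci in both lists divided by the number in either. Chance overlap was taken from 1000 circular shifts of one list along each chromosome, and from 100 such shifts for the overlap of single-list peaks with whole peaks. The single peak on mitochondrial DNA (chrM) in each list was left out of all comparisons. A peak was called a promoter peak when its summit lay within 1 kb of the 5′ end of a gene. The 5′ end was the outermost one of the annotated gene, so promoters inside genes were not counted. Ranks are percentiles within a peak's own list, and the median of a class was set beside 10000 random sets of the same size from that list. Shares carry exact (Clopper-Pearson) 95% intervals, and differences carry 95% intervals from 1000 bootstrap draws. These intervals describe counting over peaks and not the variation between cultures. With 1 library per group there were no replicates, so conditions were described and not tested. The number of reads per library is not given in the lists, and the sequencing depth of each list is unknown here.

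The peaks named in the text were fixed by rule before the data were examined, as were the grouping, the main overlap rule and all alternatives except those stated below. For each antibody the rule takes the 2 peaks of highest signal in the ICM list among loci in all 3 lists, among loci in the ICM and senescent lists and among loci in the ICM list alone, together with the highest peak among control-only and among senescent-only loci. Promoter peaks were reported for 12 genes from a list written beforehand, which were the targets CTCF and SMC1A and the genes HMGB1, HMGB2, CDKN1A, CDKN2A, LMNB1, EZH2, DNMT1, CCND2, IL6 and CXCL8. They were picked for their link to senescence, and not all of them are named in the text of the study. Another 2 genes of that list were known only from a picture of a browser view in the study and were left out. A list of 20 genes of the extracellular matrix and cytoskeleton of fibroblasts was written for 1 test in the closing section.

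The alternatives fixed beforehand were whole peaks overlapping by at least 1 bp, whole peaks overlapping reciprocally by at least 50%, summit windows of 500 bp, lists cut to equal length by total or by highest signal, only the peaks above the median total signal of each list, autosomes alone, peaks less than 1 kb apart joined into one, a promoter distance of 2.5 kb, protein-coding genes alone and ranks by highest signal. Equal-length lists combined with either whole-peak rule, lists of 1000, 2000, 3000 and 4000 peaks, and equal-length SMC1 lists at the CTCF loci in all 3 lists were added after the data were seen.

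Calculations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The overlap, locus, promoter and rank code was tested on simulated data with 12000 sites, where 15 of 15 checks gave the known answer, including a comparison with bedtools 2.31.1.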

Results

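CUT&Tag libraries for CTCF and for the cohesin subunit SMC1 were compared between control, ICM-treated and senescent IMR90 fibroblasts, to ask whether the positions occupied after treatment with ICM coincide more with those of senescent cells or with those of control cells. After the mitochondrial peak was set aside, the CTCF lists held 4673 peaks in control, 6728 in ICM-treated and 8577 in senescent cells. The SMC1 lists held 14883, 17809 and 12927 peaks in the same order. The number of CTCF peaks in the senescent list was thus 1.83 times that of the control list, while for SMC1 this ratio was 0.869. Joining peaks less than 1 kb apart left 4593, 6636 and 8360 CTCF peaks and 14262, 16963 and 12430 SMC1 peaks. There were no replicates, so none of these differences could be set against a spread between libraries, and the sequencing depth behind each list is unknown.

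The lists differed in peak width as well as in length. The median CTCF peak spanned 1797 bp in control, 1960.5 bp in ICM-treated and 1120 bp in senescent cells. SMC1 peaks were narrower, with medians of 911, 754 and 1005 bp. The CTCF peaks covered 9.24 Mb in control, 14.7 Mb in ICM-treated and 10.7 Mb in senescent cells, and the SMC1 peaks 14.8, 14.6 and 14.1 Mb. The lowest total signal that entered a list also differed, being 14246, 20161 and 6267 for CTCF and 3456, 2455 and 2796 for SMC1, in the authors' units.

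CTCF peaks of ICM-treated cells were compared with both other lists first. Of the 6728 ICM peaks, 66.4% (95% CI 65.3 to 67.5) were shared with the senescent list and 53.4% (52.2 to 54.6) with the control list. The difference was 12.98 percentage points (bootstrap interval 11.6 to 14.2). Shifting one list along the chromosomes gave at most 0.297% shared peaks in these comparisons. This order was not kept in lists cut to equal length, from which the peaks of lowest rank are also missing. When each list was cut to the 4673 peaks of highest total signal, 58.4% (57.0 to 59.8) of ICM peaks were shared with senescent and 67.7% (66.4 to 69.1) with control, a difference of -9.33 points (-10.8 to -7.79). Ranking by highest signal gave 63.1% and 66.6%, a difference of -3.49 points (-5.18 to -1.97). The Jaccard index, which takes both list lengths into account, was 0.468 between ICM and control and 0.422 between ICM and senescent on the complete lists. It was 0.356 between control and senescent. Of the control peaks, 72.2% were shared with the senescent list, but the control list is the shortest. In equal-length lists this share was 59.15% by total signal and 54.9% by highest signal, against 58.4% and 63.1% for ICM peaks. Whether ICM or control peaks coincided more with senescent peaks thus depended on the measure.

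For SMC1, 54.4% (53.7 to 55.1) of the 17809 ICM peaks were shared with the control list and 38.1% (37.4 to 38.8) with the senescent list, a difference of -16.3 points (-17.2 to -15.5). Shifted lists gave at most 0.320%. This difference kept its sign in equal-length lists, with -14.1 points by total signal and -16.6 points by highest signal. The setting that moved it most, equal-length lists compared by whole peaks, gave -8.09 points and was chosen after the data were seen. The Jaccard index was 0.432 between ICM and control, 0.3003 between ICM and senescent, and 0.311 between control and senescent.

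**Figure D1:**
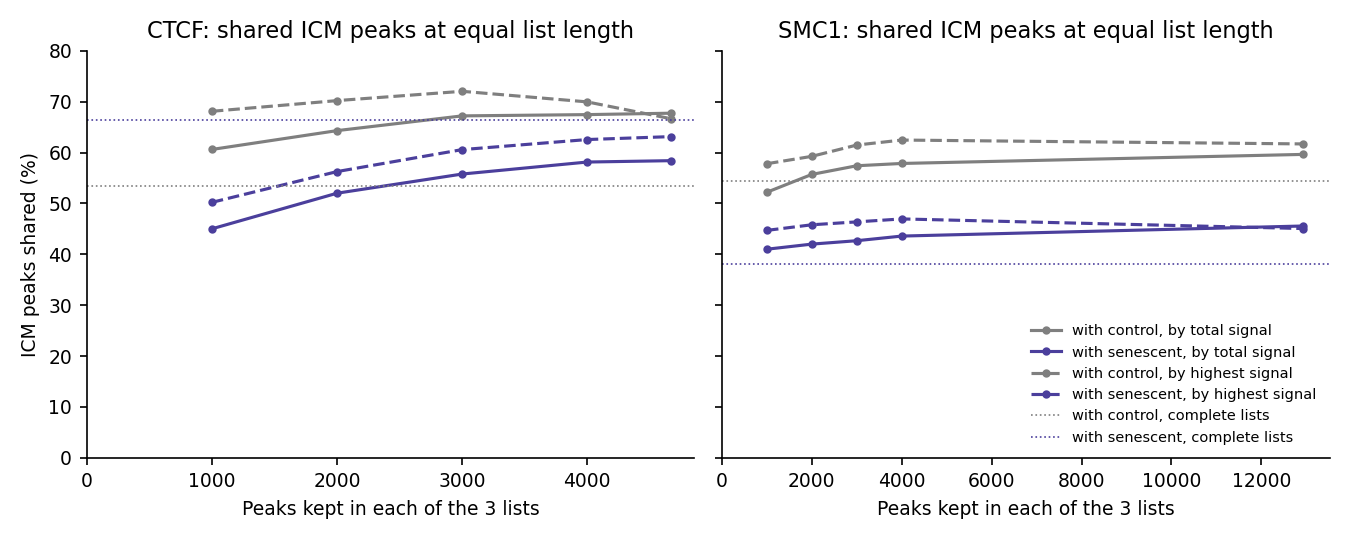
Share of ICM peaks (%, vertical axis) shared with the control list (grey) or the senescent list (purple) for CTCF (left) and SMC1 (right), when each of the 3 lists keeps the same number of peaks (horizontal axis) by total signal (solid lines) or highest signal (dashed lines); dotted lines give the complete lists. For CTCF the complete lists give 66.4% with senescent and 53.4% with control, whereas at every plotted length the share with control is the higher one, as it is for SMC1 throughout.

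Joining the CTCF peaks of the 3 lists gave 11380 loci. Of these, 3057 (26.9%, 95% CI 26.1 to 27.7) were in all 3 lists, 1485 in the ICM and senescent lists but not in control, and 577 in control and ICM but not in senescent. A further 422 loci were in control and senescent alone. The loci held by a single list numbered 617 for control, 1609 for ICM and 3613 for senescent cells. SMC1 peaks formed 27635 loci, of which 5575 (20.2%, 19.7 to 20.7) were in all 3 lists. Here 4290 loci were in control and ICM alone, 1523 in ICM and senescent alone, and 1021 in control and senescent alone. The single-list loci numbered 3997 for control, 6421 for ICM and 4808 for senescent cells. Of all ICM loci, 22.1% for CTCF and 8.55% for SMC1 were also in the senescent list but not in the control list. The rule for overlap weighed on these numbers, since counting whole peaks that overlap by at least 1 bp raised the share of loci in all 3 lists to 41.4% for CTCF and 36.5% for SMC1.

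**Figure D2:**
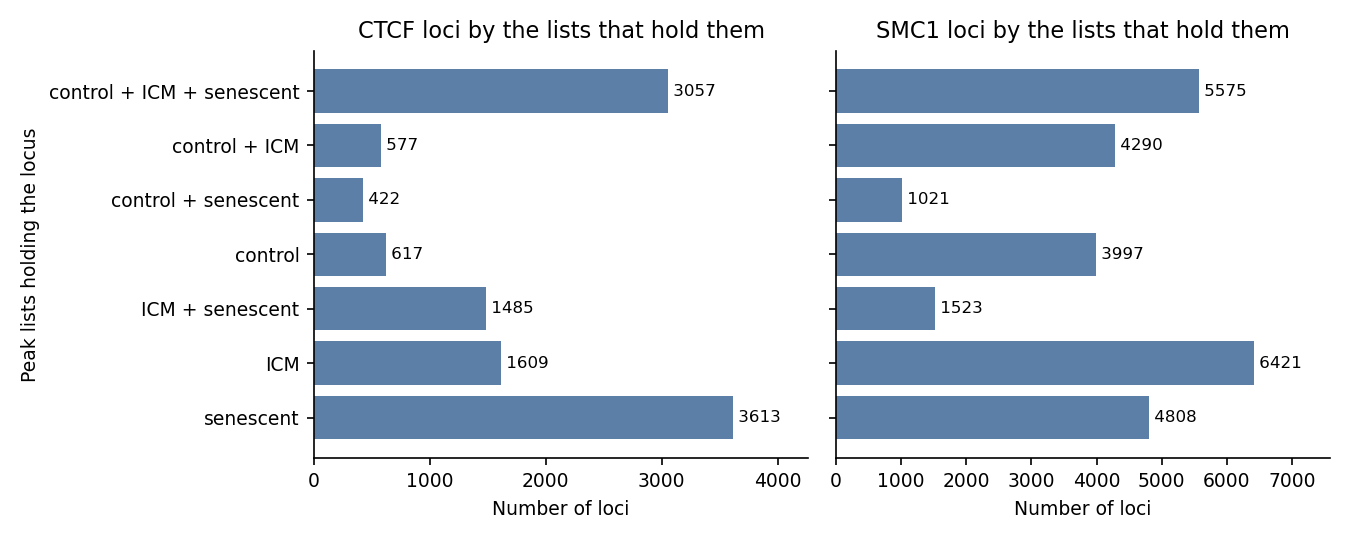
Number of CTCF loci (left) and SMC1 loci (right) held by each combination of the control, ICM and senescent peak lists, with the number at the end of each bar. The largest class is senescent alone for CTCF (3613 loci) and ICM alone for SMC1 (6421 loci).

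Loci of a single list were often close to a peak of another condition. Of the 617 control-only CTCF peaks, 543 (88.0%, 95% CI 85.2 to 90.5) overlapped a whole peak of another condition, with their summit a median of 171 bp from the nearest summit. This share was 43.3% for ICM-only and 23.9% for senescent-only CTCF peaks. For SMC1 it was 49.9% in control, 35.6% in ICM-treated and 53.5% in senescent cells. Over all 6 lists it came to 8952 of 21065 peaks (42.5%), while shifted peaks gave at most 3.08% in any list.

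Named peaks of high signal also lay close to peaks of other conditions. Of the 16 peaks named by the fixed rule, 12 belonged to loci missing from at least 1 list, and all 12 of these overlapped a whole peak in every list of their antibody. The highest control-only CTCF peak lay at chromosome 9, 124852053 to 124854940 (hg38), with its summit 280 bp from the 5′ end of WDR38. The highest CTCF peak of the class shared by ICM and senescent cells but not control lay in the same region, at 124851676 to 124854497, and the 2 summits were 146 bp apart. The other peak of that class was on chromosome 1, at 204806542 to 204807856, between genes and 21490 bp from the 5′ end of NFASC. The ICM-only CTCF peaks of highest signal were on chromosome 2, at 113603019 to 113604762, with the summit 217 bp from the 5′ end of the pseudogene DDX11L2, and on chromosome 22, at 17171013 to 17172768, between genes and 6369 bp from that of HDHD5. The highest senescent-only CTCF peak was on chromosome 16, at 67520658 to 67522171, inside RIPOR1 and 3228 bp from its 5′ end.

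**Figure D3:**
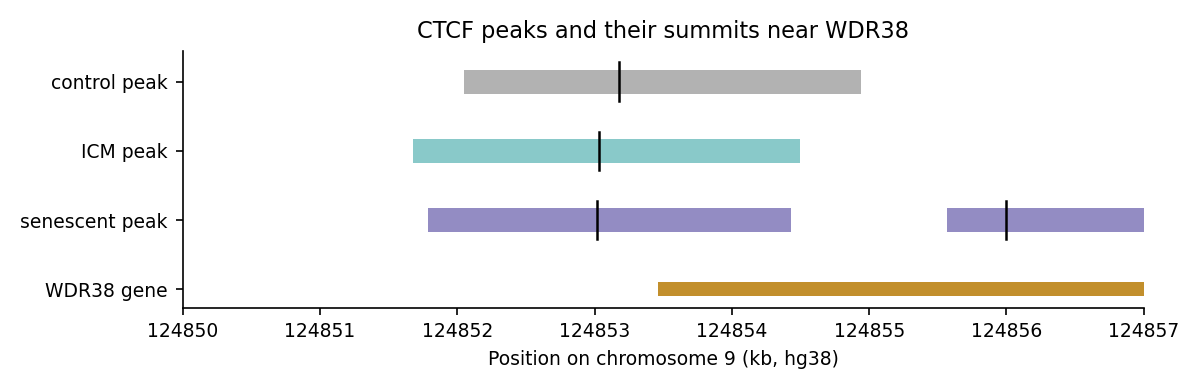
Map of chromosome 9 at the start of WDR38 (position in kb, hg38, horizontal axis) with the CTCF peaks of the control, ICM and senescent lists as bars, their summits as black ticks and the WDR38 gene, which like the second senescent peak continues past the right edge. Peaks of all 3 lists overlap, but the control summit at 124853180 lies 146 bp from the ICM summit, so the 100 bp windows do not meet.

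For SMC1, the ICM-only peaks of highest signal were on chromosome 14, at 49861583 to 49863420, over the RNA gene RN7SL2, and on chromosome 2, at 69914144 to 69915351, 432 bp from the 5′ end of MXD1. Those shared by ICM and senescent cells but not control were on chromosome 21, at 6368786 to 6372888, over LOC102724701, and on chromosome 4, at 54226648 to 54228773, 1249 bp from the 5′ end of PDGFRA. The highest control-only SMC1 peak was again in the chromosome 21 region, at 6368823 to 6374308. The highest senescent-only peak was on chromosome 11, at 62552974 to 62554280, between genes and 7016 bp from the 5′ end of AHNAK. Among loci in all 3 lists, the highest peaks were on chromosome 1 at 633466 to 634608 and on chromosome 10 at 101011092 to 101016013, over PDZD7, for CTCF. For SMC1 they were on chromosome 1 at 633735 to 634384 and at 629585 to 630313. The chromosome 1 peaks lie over the pseudogenes MTATP6P1 and MTND2P28, which are copies of mitochondrial sequence.

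Peaks of single-list loci ranked lower in their own lists than peaks in all 3 lists. Their median percentile by total signal minus that of peaks in all 3 lists was -36.5 points for CTCF (bootstrap interval -37.5 to -35.3) and -36.2 points for SMC1 (-37.1 to -35.4). Ranking by highest signal gave -40.2 and -41.5 points. The gap by total signal was narrowest in the CTCF control list, where the medians were 41.2 and 52.8. They were 29.4 and 66.4 in the ICM and 28.9 and 75.6 in the senescent CTCF list. For SMC1 they were 32.2 and 67.6 in control, 29.4 and 74.0 in ICM-treated and 37.05 and 62.5 in senescent cells. In each of the 6 lists the median of single-list peaks was below that of all 10000 random sets. Each list is cut by total signal, so peaks near the cut are the most easily missed in another list. A lower rank of single-list peaks can follow from that cut alone, and the random sets do not allow for it. Across the 3057 CTCF loci in all lists, total signal in ICM-treated cells correlated more with control (Spearman's rho 0.798) than with senescent cells (0.574). For the 5575 SMC1 loci these values were 0.720 and 0.558. Between control and senescent cells rho was 0.611 for CTCF and 0.556 for SMC1. Loci are not independent replicates, and no test was made on these coefficients.

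Promoter shares of single-list peaks differed between lists. Among CTCF peaks in all 3 lists, 29.7% in control, 29.7% in ICM-treated and 29.5% in senescent cells were promoter peaks. These are the same loci in each list, so near-equal shares follow from the definition of the class. For single-list CTCF peaks the promoter share was 49.9% (95% CI 45.9 to 53.9) in control and 51.6% (49.1 to 54.0) in ICM-treated cells, but 15.9% (14.7 to 17.1) in senescent cells. Pooled over the 3 lists, the promoter share of single-list loci differed from that of loci in all lists by -0.399 points, with an interval of -2.43 to 1.57 that includes 0. It was -13.6 points when whole peaks were compared. For SMC1, single-list peaks had promoter shares of 45.4% (43.8 to 46.9) in control, 20.9% (19.9 to 21.9) in ICM-treated and 28.1% (26.8 to 29.4) in senescent cells, against 35.4% to 35.5% for peaks in all 3 lists. The pooled SMC1 difference was -5.86 points (-7.27 to -4.52). The 5′ end was known for 66.2% of annotated genes. With protein-coding genes alone, of which 96.3% had one, the pooled differences were -0.0598 points for CTCF and -5.90 points for SMC1.

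**Figure D4:**
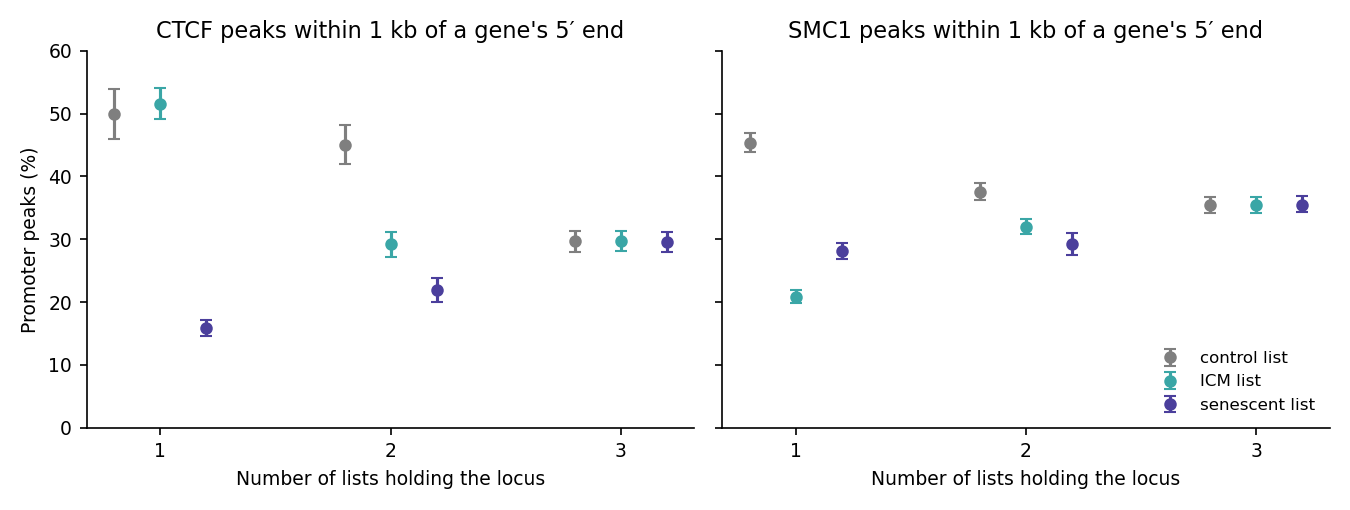
Share of CTCF peaks (left) and SMC1 peaks (right) with a summit within 1 kb of a gene's 5′ end (%, vertical axis), by the number of lists that hold the locus (horizontal axis), for the control, ICM and senescent lists; points are shares of peaks and bars are exact 95% intervals. Shares of loci in all 3 lists coincide near 29.7% for CTCF and 35.5% for SMC1 because these are the same loci in each list. Shares of single-list peaks spread from 15.9% to 51.6% for CTCF and from 20.9% to 45.4% for SMC1.

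CTCF and cohesin positions were then compared within each condition. In control cells 48.9% (95% CI 47.5 to 50.4) of CTCF peaks had an SMC1 peak, in ICM-treated cells 46.6% (45.4 to 47.8) and in senescent cells 34.8% (33.8 to 35.8). Shifted lists gave at most 0.321%. The senescent share minus the control share was -14.1 points. In equal-length lists by total signal the shares were 45.6%, 44.04% and 44.8%, and the difference was -0.792 points. With whole peaks the shares were 75.8%, 72.6% and 50.2%, and the difference of -25.6 points became -7.70 points in equal-length lists, a combination chosen after the data were seen. CTCF peaks of senescent cells coincided with the SMC1 list of ICM-treated cells more often (44.2%, 43.1 to 45.3) than with that of senescent cells, but the ICM list is the longer one, and in equal-length lists the shares were 45.8% (44.3 to 47.2) and 44.8% (43.4 to 46.2). In every condition, CTCF peaks in all 3 CTCF lists had an SMC1 peak more often than single-list peaks. The shares were 58.0% against 22.4% in control, 58.5% against 30.1% in ICM-treated and 50.2% against 21.4% in senescent cells.

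Of 12 genes fixed in advance, 8 had an SMC1 promoter peak in control, 7 in ICM-treated and 6 in senescent cells. Such a peak was found in all 3 SMC1 lists for HMGB1, HMGB2, CTCF, SMC1A and IL6. LMNB1 and EZH2 had an SMC1 promoter peak in the control list alone, at 126776522 to 126777249 on chromosome 5 and at 148884001 to 148884778 on chromosome 7. By total signal, the measure that decided entry to a list, these ranked at the 69.2th and the 19.6th percentile. Ranked by highest signal they were at the 81.7th and the 18.1th percentile. DNMT1 had one in the control and ICM lists. CDKN2A had one at its outermost 5′ end in the ICM and senescent lists and not in control. These CDKN2A peaks ranked at the 66.6th and 41.0th percentile by total signal, but at the 8.57th and 15.7th by highest signal. Only the outermost 5′ end of a gene was scored, so promoters inside CDKN2A or HMGB1 were not examined. CDKN1A, CCND2 and CXCL8 had none, although between 1 and 3 SMC1 peaks per list lay over CDKN1A away from its outermost 5′ end. CTCF promoter peaks were found at the CTCF gene itself in all 3 lists, at IL6 in control and ICM-treated cells, and at HMGB2 and LMNB1 in ICM-treated cells alone. By total signal those at IL6 ranked at the 53.4th and 70.1th percentile and that at LMNB1 at the 26.0th. The CTCF peak at HMGB2 ranked at the 2.79th percentile, close to the threshold of its list. By highest signal the IL6 peaks ranked at the 6.8th and 10.9th, that at LMNB1 at the 3.37th and that at HMGB2 at the 16.3th percentile. Over all 19312 protein-coding genes with a known 5′ end, 31.8% had an SMC1 promoter peak in control, 27.8% in ICM-treated and 22.4% in senescent cells. The same shares for CTCF were 8.84%, 12.7% and 9.65%.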

Values the study reported

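The study reported 4652 CTCF peaks in proliferating, 6666 in ICM-treated and 8440 in senescent IMR90, counted after a filter for a CTCF motif. For SMC1A it gave 14,884 peaks in proliferating, 17,810 in ICM-treated and 12,928 in senescent cells.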

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

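The tests on the top 1% threshold and on mitochondrial carry-over were chosen only after the results were seen.

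The number of peaks moved in opposite directions for the 2 antibodies. From control to senescent cells the CTCF list was 1.83 times as long and the SMC1 list 0.869 times as long. The difference between the antibodies was not tested, since each ratio rests on 1 library per group. Nothing in the tables argues against a technical origin. Each list is the top 1% of the regions found in its library, so its length follows the number of regions before the threshold, which was not analysed here. The lowest total signal admitted to the senescent list was 0.809 times that of the control list for SMC1 and 0.440 times for CTCF, and scales of separate lists are not known to be comparable, so the threshold and a change in binding cannot be told apart. Senescence, which is the group difference, and the different p numbers of the control libraries of the 2 antibodies stay open as well, and neither was tested.

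The mitochondrial genome gave 1 peak in every list, over its full length of 16569 bp, and this peak was outside all comparisons of nuclear loci. For SMC1 it took 12.4% of all listed signal in control, 20.55% in ICM-treated and 31.4% in senescent cells, so both other lists were above the control level. The nuclear peaks beside it covered 14.8, 14.6 and 14.1 Mb at a mean coverage of 7.45, 5.99 and 4.57. Without a common scale between lists, a rise in mitochondrial signal and a fall in nuclear signal cannot be separated. For CTCF the share was 27.7% in control, 14.4% in ICM-treated and 18.0% in senescent cells, with 9.24, 14.7 and 10.7 Mb covered at a mean coverage of 15.3, 19.7 and 10.9. The senescent share minus the control share was 18.95 points for SMC1 and -9.64 points for CTCF. The share also falls when a list admits more nuclear signal, so its direction does not give the mitochondrial content of the cells. Mitochondrial DNA carried over to a different extent in each library could give either order. With 1 library per group, such carry-over cannot be told apart from a difference between conditions, and the mitochondrial content of senescent cells stays open.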

How the results depend on the processing

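Equal-length lists compared by whole peaks or by reciprocal overlap, lists of 1000 to 4000 peaks, and the comparison of SMC1 peaks at the CTCF loci in all 3 lists, were chosen only after the results were seen, and all other alternatives were fixed before. Below, the sharing difference is the share of ICM peaks found in the senescent list minus the share found in the control list, in percentage points.

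The sharing difference for CTCF, 12.98 points on the complete lists, changed sign when lists had equal length. It was -9.33 points with the 4673 peaks of highest total signal and -3.49 points with those of highest signal at their summit. Lists of 1000, 2000, 3000 and 4000 peaks gave -15.6, -12.3, -11.4 and -9.325 points by total signal, and -17.9, -13.95, -11.5 and -7.4 points by highest signal. Equal length combined with whole peaks gave -11.3 points, and combined with reciprocal overlap -20.5 points. Cutting the lists changes their length and also which peaks are compared, since the peaks of lowest rank are dropped. These 2 effects were separated only in part. Keeping the peaks above the median total signal drops low ranks but leaves the lists unequal, and there the difference stayed positive (10.5 points). That cut also shortens the control list, which the equal-length cut does not. The sign also stayed positive with whole peaks (16.1 points), 500 bp windows (15.8), autosomes alone (13.1) and reciprocal overlap, where only 0.609 points were left.

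The sharing difference for SMC1, -16.3 points, was negative in every alternative run. It was -12.2 points with whole peaks, -13.4 with reciprocal overlap, -12.6 with 500 bp windows and -14.1 in equal-length lists by total signal. Equal length with whole peaks gave -8.09 points and with reciprocal overlap -9.82 points. Lists of 1000, 2000, 3000 and 4000 peaks gave -11.2, -13.7, -14.7 and -14.3 points by total signal, and the first 3 of these lengths -13.1, -13.45 and -15.1 points by highest signal.

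The Jaccard index of ICM and senescent lists minus that of ICM and control lists was negative for both antibodies in every alternative run. For CTCF it was -0.0459 on the complete lists, -0.0614 with whole peaks, -0.156 with reciprocal overlap and -0.0581 with 500 bp windows. In equal-length CTCF lists it was -0.0955 by total and -0.03475 by highest signal, and for CTCF peaks above the median -0.0625. For SMC1 it was -0.132 on the complete lists, -0.111 with whole peaks, -0.107 with reciprocal overlap and -0.114 with 500 bp windows. In equal-length SMC1 lists it was -0.1243 by total and -0.1505 by highest signal.

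The share of loci in all 3 lists, 26.9% for CTCF and 20.2% for SMC1, rose to 41.4% and 36.5% with whole peaks, 30.3% and 29.9% with reciprocal overlap and 37.5% and 33.5% with 500 bp windows. In equal-length lists it was 30.9% and 20.8% by total signal and 30.32% and 21.1% by highest signal, and for peaks above the median 23.8% and 18.75%. The share of CTCF ICM loci also in the senescent but not in the control list, 22.1%, was 16.2% with reciprocal overlap and 9.63% and 14.7% in equal-length lists by total and by highest signal. For SMC1 this share, 8.55%, was 9.83% in equal-length lists by total signal.

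The share of CTCF peaks with an SMC1 peak was 48.9% in control, 46.6% in ICM-treated and 34.8% in senescent cells. In the same order it was 75.8%, 72.6% and 50.2% with whole peaks and 70.2%, 67.7% and 46.9% with 500 bp windows. Equal-length lists gave 45.6%, 44.04% and 44.8% by total signal, 45.9%, 44.2% and 43.5% by highest signal, and 71.4%, 69.5% and 63.7% by total signal with whole peaks. Peaks above the median gave 40.1%, 39.6% and 30.2%. Reciprocal overlap gave 48.75%, 30.1% and 42.9%, so that control stayed highest and the senescent share was above that of ICM-treated cells. For this change of order the cause was not tested. At the 3057 CTCF loci in all 3 lists, the senescent share with an SMC1 peak minus the control share was -7.79 points (-9.78 to -5.89). It was -3.89 points (-5.99 to -1.96) with SMC1 lists cut to equal length by total signal and -4.81 points (-6.80 to -2.88) by highest signal.

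The promoter share of single-list loci minus that of loci in all 3 lists was -0.399 points for CTCF and -5.86 points for SMC1. With whole peaks it was -13.6 and -18.8 points. For CTCF it was -7.52 points among peaks above the median, and for SMC1 -4.33 points with a promoter distance of 2.5 kb. The rank difference between these classes, -36.5 points for CTCF and -36.2 points for SMC1, was -40.2 and -41.5 points by highest signal and -44.1 and -45.5 points with whole peaks. For all values that moved without a change of sign, the cause was not tested.

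Of 126 alternative values over 22 results, 42 stayed within the interval of the main value or within 1.5 times the main count, 72 moved outside it and 12 changed sign, all 12 for the CTCF sharing difference. With autosomes alone, run for 17 of the results and not for promoter shares, ranks and the SMC1 peaks at CTCF loci in all 3 lists, none of the 17 moved outside its interval or 1.5 times the main count. The planned CTCF motif shares and their alternatives were not run, because the genome sequence at hand is of another build. No paired analysis was possible because each group has 1 library. The sequencing depth of the lists is unknown, which limits every statement on peaks missing from a list. A shallower library may lack a peak that is present in the cells. Equal-length lists match the number of peaks and not the depth, so they cannot settle this. In them the CTCF sharing difference was -9.33 points by total signal and -3.49 points by highest signal.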

Other observations

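The tests on the p number, on displaced summits as the source of single-list loci, on whole peaks at equal list length, on SMC1 peaks at the CTCF loci in all 3 lists and on wide peaks were chosen only after the results were seen; the equal-length lists themselves were fixed before, but reading them as a test of list length was not.

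On the complete lists more CTCF peaks of ICM-treated cells were shared with senescent than with control cells, by 12.98 percentage points. Unequal list length is a candidate explanation, because the senescent list was the longest of the 3 and a longer list offers more peaks to share. With equal-length lists by total signal the difference was -9.33 points, so ICM peaks then coincided more with control. The order of loci by signal goes the same way, with a Spearman's rho of 0.798 between ICM and control and 0.574 between ICM and senescent cells. The CTCF control library has the p number 21 and the ICM library 16. The number of control CTCF libraries with the p number of the ICM library was 0, so an effect of the p number cannot be told apart from that of ICM. Which of the peaks below the common length are bound positions stays open.

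Single-list loci may partly be regions bound in several conditions whose summit moved. Of the control-only CTCF peaks, 88.0% overlapped a whole peak of another condition, against at most 3.08% for shifted peaks. In the other 5 lists 58.9% of the 20448 single-list peaks overlapped no peak of another condition, which argues against displaced summits as the whole cause there. Among the peaks named by rule, all 8 of single-list loci overlapped a whole peak of both other conditions. A region of chromosome 21 over LOC102724701 shows how far this goes. It held the nuclear peak of highest total signal in the CTCF ICM list, at 6368625 to 6375562, and in each of the other 5 lists, yet under the summit rule it entered the SMC1 classes both as control-only and as shared by ICM and senescent cells. No biological explanation for the moved summits was tested.

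Single-list CTCF peaks lay at promoters more often than peaks in all 3 lists in the control and ICM lists and less often in the senescent list. Displaced summits were tested as a cause of the excess. Among the 987 control-only and ICM-only peaks that overlapped no peak of another condition, 52.5% (49.3 to 55.6) were promoter peaks. Peaks in all 3 lists had 29.7%, which argues against displacement as the whole cause. Of the 987, 913 were ICM peaks (53.0%) and only 74 were control peaks (45.95%, 34.3 to 57.9). Single-list peaks that did overlap a peak of another condition had similar shares, 50.5% of 543 in control and 49.7% of 696 in ICM-treated cells. Displacement may thus hold part of the excess, above all in control, where most single-list peaks overlapped one. Low signal spread over open promoters is a candidate explanation. Among all control-only and ICM-only peaks, the median percentile of highest signal of promoter peaks minus that of the others was -7.68 points. The median of these promoter peaks, 15.7, lay below all 10000 random sets (16.8 to 20.8). Their median width was 2073.5 bp against 1994.5 bp. Senescent-only peaks as a whole show no such excess, but 38.8% of the 863 that overlapped a peak of another condition were promoter peaks, and 8.66% of the other 2750, against 29.5% of senescent peaks in all 3 lists. A condition-dependent gain of CTCF at promoters stays open and was not tested.

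The lower share of senescent CTCF peaks with an SMC1 peak was tested against unequal list length. By summits, the senescent share minus the control share went from -14.1 points to -0.792 points with equal-length lists by total signal, and ranking by highest signal left -2.42 points. The cut also changes which CTCF loci are compared. At the same 3057 CTCF loci in all 3 lists the difference was -7.79 points (58.0% in control and 50.25% in senescent cells), and with SMC1 lists of equal length it was -3.89 points (-5.99 to -1.96), so there list length does not account for all of the difference. By whole peaks it went from -25.6 to -7.70 points, so for whole peaks list length does not account for all of the difference. Peak width differs between the CTCF lists, with medians of 1797 bp in control and 1120 bp in senescent cells, and wider peaks meet more peaks, but this was not tested. The study reported a lower SMC1A signal at shared CTCF peaks in both ICM-treated and senescent cells. The shares here count the presence of a peak and not its signal, and for ICM-treated cells the share at the 3057 loci was 58.5%, near that of control. Peak presence is thus a limited measure of coupling, and a looser coupling of cohesin to CTCF sites in senescent cells stays open here.

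On chromosome 1 every list held 2 peaks over pseudogenes copied from the mitochondrial genome, MTND2P28 (629640 to 630686) and MTATP6P1 (633696 to 634376). Reads shared with mitochondrial DNA are a candidate source. The signal of the 2 peaks was between 0.394% and 0.517% of the chrM signal, and its highest value over its lowest across the 6 lists was 1.31. For 1401 other loci present in all 6 lists, the same measure had a median of 5.41 and was never below 1.62. In both ICM lists the peak over MTATP6P1 had the highest signal of all nuclear peaks.

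The widest CTCF peak in control cells, 12115 bp at 50185305 to 50197419 on chromosome 17, covered most of COL1A1, and the widest CTCF peak in senescent cells (7661 bp) and the widest SMC1 peak in senescent cells (6990 bp) lay over the same gene. The widest SMC1 peak in ICM-treated cells (4617 bp) covered the start of THBS1. In the CTCF ICM list (11939 bp) and the SMC1 control list (5486 bp) the widest peak lay elsewhere. By width the COL1A1 peak ranked 90th in the CTCF ICM, 164th in the SMC1 control and 75th in the SMC1 ICM list. Both genes were chosen after their values were seen. Coverage spread along genes that fibroblasts express strongly may be the cause. It was tested with a list of 20 other genes of the extracellular matrix and cytoskeleton, of which 18 could be placed. In each list, the listed genes with a peak were set against 10000 random lists of genes that also had a peak in that list, matched on gene length. In the SMC1 lists, with 16, 17 and 15 such genes, the median of the widest peak was above that of 99.6%, 99.57% and 99.8% of random lists in control, ICM-treated and senescent cells. In the CTCF list of ICM-treated cells, with 12 genes, it was 3731.5 bp, above that of 99.96% of random lists. In the CTCF lists of control and senescent cells, with 8 and 7 genes, it was above that of 94.2% and 44.4% of random lists, and there coverage spread along genes that fibroblasts express strongly cannot be told apart from other explanations. All genes of the list were picked as genes of fibroblasts, the cell type studied, no expression was measured here, and a true presence of cohesin along these genes stays open.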
